# Use of RNA-Seq and a Transgenic Mouse Model to Identify Genes Which May Contribute to Mutant p53-Driven Prostate Cancer Initiation

**DOI:** 10.3390/biology11020218

**Published:** 2022-01-29

**Authors:** Ruth Vinall, Qian Chen, George Talbott, Rajendra Ramsamooj, An Dang, Clifford G. Tepper, Alexander Borowsky

**Keywords:** prostate cancer, genetically engineered mouse model, mutant p53, RNA-Seq

## Abstract

**Simple Summary:**

We use RNA-seq analysis to identify genes that may contribute to mutant p53-mediated prostate cancer initiation in a genetically engineered mouse model (B6.129S4-Trp53tm3.1Tyj/J). A total of 1378 differentially expressed genes, including wildtype p53 target genes (e.g. Cdkn1a, Bax, Bcl2, Kras, Mdm2), p53 gain-of-function-related genes (Mgmt, Id4), and prostate cancer-related genes (Cav-1, Raf1, Kras), were identified. Mice that were homozygous or heterozygous for the Trp53 R270H mutation developed grade one PIN lesions at 3 months and 5 months, respectively, whereas wildtype mice did not develop PIN. Immunohistochemical analysis revealed decreased levels of irradiation-mediated apoptosis in homozygous and heterozygous mice when compared to wildtype counterparts, and this aligned with observed differences in apoptosis-related gene expression.

**Abstract:**

We previously demonstrated that the *Trp53-R270H* mutation can drive prostate cancer (CaP) initiation using the FVB.129S4 (Trp53^tm3Tyj/wt^); FVB.129S (Nkx3-1^tm3(cre)Mmswt^) genetically engineered mouse model (GEM). We now validate this finding in a different model (B6.129S4-*Trp53*^tm3.1Tyj^/J mice) and use RNA-sequencing (RNA-Seq) to identify genes which may contribute to *Trp53 R270H*-mediated prostate carcinogenesis. Wildtype (*Trp53^WT/WT^*), heterozygous (*Trp53^R270H/WT^*), and homozygous mice (*Trp53^R270H/R270H^*) were exposed to 5 Gy irradiation to activate and stabilize p53, and thereby enhance our ability to identify differences in transcriptional activity between the three groups of mice. Mouse prostates were harvested 6 h post-irradiation and processed for histological/immunohistochemistry (IHC) analysis or were snap-frozen for RNA extraction and transcriptome profiling. IHC analyses determined that presence of the *Trp53-R270H* mutation impacts apoptosis (lower caspase 3 activity) but not cell proliferation (Ki67). RNA-Seq analysis identified 1378 differentially expressed genes, including wildtype p53 target genes (E.g., *Cdkn1a*, *Bax*, *Bcl2*, *Kras*, *Mdm2*), p53 gain-of-function (GOF)-related genes (*Mgmt, Id4*), and CaP-related genes (*Cav-1, Raf1, Kras*). Further understanding the mechanisms which contribute to prostate carcinogenesis could allow for the development of improved preventive methods, diagnostics, and treatments for CaP.

## 1. Introduction

An estimated 1.5 million men are newly diagnosed with prostate cancer (CaP) each year (http://seer.cancer.gov/csr/ accessed on 13 December 2021). Understanding the mechanisms which contribute to CaP initiation is important because it can inform the development of chemoprevention strategies, which could reduce this number as well as support the development of improved diagnostic and prognostic biomarkers. CaP tumors are molecularly heterogeneous, indicating that CaP initiation can be caused by multiple different mechanisms [1,2]. In support of this, cell line and animal studies have identified several different genetic alterations which can independently play a causative role in CaP initiation. For example, loss of PTEN and amplification of Myc can both drive CaP initiation in mouse models [3]; these genetic alterations occur in up to 60 and 50% of CaP patients, respectively [4,5]. PTEN dysregulation promotes initiation by causing increased activity of the PI3K–Akt signaling pathway [3,6,7]. Amplification of Myc causes decreased Nkx3.1 expression and upregulation of PIM1 and EZH2, and thereby promotes increased cell plasticity [8]. Our group has previously demonstrated that the *Trp53-R270H* mutation can drive CaP initiation in FVB.129S4 (Trp53^tm3Tyj/wt^); FVB.129S (Nkx3-1^tm3(cre)Mmswt^) mice (Vinall et al., 2012). In this model, *Trp53^R270H/R270H^* mice developed prostatic intraepithelial neoplasia (PIN) as early as 6 weeks, and *Trp53^R270H/+^* mice developed PIN as early as 3 months [9]. CaP was detected at 8 months in *Trp53^R270H/R270H^* mice. It is estimated that ~30% of CaP patients with early stage disease harbor *Tp53* missense mutations, further supporting a role for p53 mutations in driving CaP initiation [10,11,12,13,14,15,16,17,18,19,20,21]. To our knowledge, the mechanisms by which p53 mutations drive CaP initiation remain completely unknown. 

Many of the *Tp53* missense mutations that are found in CaP patient tumors are gain-of-function (GOF) mutations, e.g., *Tp53 R273H*, *G245S*, *R273C*, and *R248W* (note that *Trp53-R270H* is the mouse equivalent of human *Tp53-R273H*). They are termed ‘GOF’ because the mutant proteins for which they encode can regulate the activity of genes that wildtype p53 does not usually regulate, e.g., *BCL-XL* and *MDR1* [22]. These GOF mutations are similar to other p53 missense mutations, in as much as they still confer loss-of-function (LOF); they are also unable to regulate, or unable to fully regulate, the expression of wildtype p53 target genes, e.g., *Cdkn1a*, *Bax*, and *Bbc3* [23]. This dual functionality that is displayed by *Tp53* GOF mutants has led some researchers to suggest that *Tp53* should be classified as both a proto-oncogene and tumor suppressor [24]. Multiple studies have investigated the role of p53 mutations in promoting CaP progression [23,25,26,27,28,29,30], and some of the underlying mechanisms by which *Tp53* GOF mutations drive CaP progression have been elucidated. For example, our group has demonstrated that the *Tp53 R273H* mutation can drive castration resistant (CR) growth of LNCaP cells via increasing the transcription of H2 relaxin, a peptide hormone [23]. Increased expression of H2 relaxin causes increased activity of the Akt and NFkappaB signaling pathways and thereby promotes cell proliferation [29,30]. It is possible that some of these mechanisms could also contribute to *Tp53* GOF mutant-driven CaP initiation.

The goal of the current study was to identify gene expression changes that may play a role in facilitating p53 GOF mutant-driven CaP initiation. A mouse model which harbors the *Trp53 R270H* mutation (B6.129S4-*Trp53*^tm3.1Tyj^/J) was used for these studies. Inclusion of mice that are heterozygous and homozygous for the *Trp53 R270H* mutation allowed for gene dosage effects to be determined and for parallels with early-stage human prostate carcinogenesis to be considered; the majority of CaP patients are heterozygous for *Tp53* mutations and loss of heterozygosity (LOH) typically only occurs during late disease. The use of RNA-seq analysis provided an unbiased approach. 

## 2. Materials and Methods

### 2.1. Mice

The *Trp53 R270H* mice (B6.129S4-*Trp53*^tm3.1Tyj^/J) used for this study were obtained from Jackson Labs (Bar Harbor, ME, USA). These mice were originally generated by the Tyler Jacks lab [31]. All animal procedures were reviewed and approved by the UC Davis Institutional Animal Care and Use Committee (IACUC, protocol approval # 18457). 

### 2.2. Breeding and Genotyping

Breeding and genotyping was performed as previously described [9]. The following primers were used to distinguish between wildtype, heterozygous, and homozygous mice: F- 5′-agctagccaccatggcttgagtaa gtctgca-3′; R- 3′-cttggagacatagccacactg-3′ [32]. Amplification of the wildtype allele yielded a 290 bp PCR product, while amplification of the mutant p53 allele yielded a 330 bp PCR product. 

### 2.3. Irradiation Studies

Mice that were ~3 months old were exposed to 5 Gy whole body irradiation (Shepard cesium source model 143-68 irradiator, San Fernando, CA, USA) to activate and stabilize p53, consequently increasing its expression. Mouse prostates were harvested 6 h post-irradiation and either processed for subsequent histological and/or immunohistochemistry (IHC) analysis or snap-frozen for subsequent RNA extraction and transcriptome profiling with RNA-Sequencing (RNA-Seq) analysis (please see below for details). 

### 2.4. Histology and Immunohistochemistry

Standard histopathology and IHC was performed as described previously [33]. The presence and number of PIN lesions was assessed by the pathological analysis of hematoxylin and eosin (H&E)-stained sections. Primary antibodies used for IHC analyses were p53 (1:1000: Santa Cruz Biotech Inc., Santa Cruz, CA, USA), Ki67 Ab-4 (1:500; Neomarker, Fremont, CA, USA), and activated caspase 3 (1:1000; Promega, Madison, WI, USA). For the assessment of activated caspase 3 and Ki67 positivity, the total number of prostate epithelial cells versus the number of positive cells was assessed in 3 randomly selected fields of view (×20 magnification) and the percentage of positivity was calculated. 

### 2.5. RNA Isolation and Sequencing Analysis

Samples were submitted to the UC Davis Comprehensive Cancer Center’s Genomics Shared Resource (GSR) for isolation of total cellular RNA and RNA-sequencing (RNA-Seq) analysis. Total cellular RNA was isolated from snap-frozen prostates using the TRIzol Reagent (Invitrogen, Waltham, MA, USA) followed by a clean-up with an RNeasy spin column (Qiagen, Hilden, Germany). Indexed, directional RNA-Seq libraries were prepared from 100 ng total RNA using the TruSeq Stranded mRNA (Illumina, San Diego, CA, USA) according to the manufacturer’s standard protocol. Two independent samples were run per group: wildtype mice (*Trp53^+/+^*), heterozygous mice (*Trp53^+/R270H^*), and homozygous mice (*Trp53^R270H/R270H^*). Subsequently, libraries were combined for multiplex sequencing on an Illumina HiSeq 4000 System (2 × 100 bp, paired-end; ≥30 × 10^6^ reads per sample). A HISAT-Cufflinks workflow was utilized for spliced alignment of the sequence reads (FASTQ format) to the reference genome assembly (December 2011, GRCm38/mm10), transcript assembly, quantitation, and differential expression analysis [34,35]. Gene-level FPKM expression values were used for downstream statistical analyses. Principal component analysis (PCA), differential expression analyses, hierarchical clustering, and heatmap visualization were performed with the GeneSpring GX (Agilent Technologies, Inc., Santa Clara, CA, USA) and Partek Flow (Partek, Inc, Chesterfield, MO, USA) software packages.

## 3. Results

### 3.1. B6.129S4-Trp53^tm3.1Tyj^/J Mice Develop PIN as Early as 3 Months of Age

Prostatic intraepithelial neoplasia (PIN) lesions were observed in B6.129S4-Trp53^tm3.1Tyj^/J mice that were homozygous (Trp53^R270H/R270H^) or heterozygous (Trp53^R270H/+^) for the *Trp53 R270H* mutation (Figure 1A), indicating that the p53 R270H mutation can drive CaP initiation in this setting. At 3 months of age, areas of metaplasia and atypical hyperplasia were observed in heterozygous mice, and grade one PIN lesions were observed in homozygous mice. At 5 months of age, heterozygous mice had developed grade one PIN lesions and homozygous mice had developed grade three to four PIN lesions. No metaplasia, atypical hyperplasia, or PIN lesions were observed in wildtype mice at either the 3 or 5 month time points. 

The ability of the p53 R270H mutation to drive CaP initiation in this setting, and the timing of PIN lesion incidence and PIN lesion grade aligns with what was observed by our group in a different *Trp53 R270H* GEM (*FVB.129S4 (Trp53^tm3Tyj^); FVB.129S (Nkx3-1^tm3(cre)Mms^)).* In our prior study, pre-PIN atypia and grade one PIN lesions were observed in homozygous mice as early as 5 weeks (note that this time point was not assessed in the current study) and grade three to four PIN lesions were observed at 6 months of age (compared to 5 months in the current model). In heterozygous mice, grade two PIN lesions were observed at 6 months of age (grade one PIN lesions were observed at 5 months in the current model). 

Our finding that the *Trp53 R270H* mutation can drive CaP initiation in two independent GEMs, and the similarities in the timing of PIN incidence and PIN grade between the GEM strongly supports a causative role for this mutation in driving prostate carcinogenesis. Note that PIN grading was performed as described by Park et al. for both studies [33].

### 3.2. Exposure to 5 Gy Whole Body Irradiation Stabilizes p53 Expression in the Majority of Mouse Prostate Cells

We demonstrate that exposure to 5 Gy irradiation stabilized p53 in all three groups of mice (*Trp53^+/+^* (wildtype), *Trp53^+/R270H^* (heterozygous), and *Trp53^R270H/R270H^* (homozygous for the *Trp53* mutation)); IHC analysis showed that more than 90% of prostate cells were p53-positive 6 h post-irradiation (Supplementary Figure S1). This is important because increased stabilization of p53 equates to increased transcriptional activity of p53 [36,37,38], and so irradiating mice helped enhance our ability to identify the differential expression of p53 target genes between the three groups, i.e., enhanced our ability to determine the impact of the *Trp53 R270H* mutation on the expression levels of these target genes. Cellular levels of p53 are usually kept very low via MDM2-mediated ubiquitination and subsequent proteasomal degradation, and irradiation is one of many environmental triggers that causes the inhibition of p53 degradation, and thereby causes p53 stabilization and increased transcriptional activity [36,37,38]. It is noteworthy that the 5 Gy dosage and 6 h time point were chosen for this study based on data from Levine et al.; the Levine lab demonstrated that 5 Gy whole-body ionizing irradiation causes stabilization of p53 in mouse spleen, heart, lung, kidney, liver, and skin at the 6 h post-irradiation time point [39]. While they did not look at p53 levels in the prostate, the prostate is well known to be a radiosensitive tissue and so we expected to also see p53 stabilization in the prostate at this time point. Our IHC analysis confirmed this to the case.

### 3.3. The Trp53 R270H Mutant Is Able to Alter Gene Expression in Mouse Prostate Cells, and in Many Cases Gene Expression Levels Correlate with Trp53 R270H Gene Dosage

Three groups of mice (*Trp53^+/+^* (wildtype), *Trp53^+/R270H^* (heterozygous), and *Trp53^R270H/R270H^* (homozygous for the *Trp53* mutation)) were assessed as part of the RNA sequencing studies. 

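RNA from the prostates of 6 mice was sequenced, with 2 mice of each genotype. Wildtype mice 39 and 41 carried 0 R270H alleles, heterozygous mice 37 and 40 carried 1, and homozygous mice 47 and 49 carried 2, where the numbers are the animals' own. All mice were about 3 months old, received 5 Gy of whole body irradiation and were dissected 6 h later, so no unirradiated mouse enters the comparison. Trp53, listed under ENSMUSG00000059552, lies on chromosome 11 from 69580359 to 69591873 of GRCm38, on the plus strand. Codon 270 of its 390-residue product is CGT for arginine, at 69589607 to 69589609 in exon 8 of 11 of the annotated transcript. The FPKM of Trp53 was 17.3 and 21.4 in the wildtype mice, 20.9 and 19.6 in the heterozygous mice, and 20.8 and 18.3 in the homozygous mice. Its log2 fold change against wildtype was 0.07 in heterozygous mice (standard error 0.15, adjusted p = 0.971 from limma) and 0.02 in homozygous mice (standard error 0.15, adjusted p = 0.958 from limma), both smaller than the spread between mice of a genotype. Gene-level FPKM does not separate transcripts of the mutant and the wildtype allele, so these values do not check the genotype of a mouse.

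The authors aligned the reads to GRCm38 with HISAT and estimated FPKM (fragments scaled by exon length and by the number mapped) for 47719 gene identifiers with Cufflinks. FPKM corrects for gene length and for the number of mapped fragments, and no further normalization between mice is apparent in the values, which summed to 544712 in mouse 39, 607710 in mouse 41, 633551 in mouse 37, 575837 in mouse 40, 636407 in mouse 47 and 518671 in mouse 49. The 10 genes with the highest FPKM held between 20.5% and 26.4% of the sum of a mouse. Fragment counts are not part of the values. From the spacing of the lowest values, the number of fragments relative to mouse 39 came to about 0.82 in mouse 41, 0.84 in mouse 37, 0.91 in mouse 40, 0.78 in mouse 47 and 1.06 in mouse 49, and between 13452 and 13827 genes per mouse reached an FPKM of 1.

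For the comparisons, log2(FPKM + 0.1) was taken and the 13818 genes with a mean FPKM of at least 1 over the 6 mice were tested with limma, whose moderated F-test compares the 3 genotypes at once and whose contrasts compare them in pairs. Adjusted p-values follow Benjamini and Hochberg over these genes. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM. With 2 mice per genotype, the 6 mice can be put into 3 pairs in 15 ways, so the smallest share that an exact comparison of pairings can give is 0.0667.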

Mice were exposed to 5 Gy irradiation and prostates were harvested for RNA extraction 6 h post-irradiation, i.e., at the time point that we had observed more than 90% IHC positivity for p53 for all three groups of mice (Supplementary Figure S1). 

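In the limma fit, 1148 of the 13818 tested genes had an unadjusted p-value under 0.05 for the 3 genotypes together with at least a 1.5-fold difference between the mean log2 values of some pair of groups. Of these, 648 were at least 1.5-fold higher and 438 at least 1.5-fold lower in homozygous than in wildtype mice, while 466 were higher and 125 lower to that extent in heterozygous mice. Of the alternatives set before the data were examined, a filter at a mean FPKM of 5 in place of 1 moved the number by the largest ratio, to 697 genes, and no filter raised it to 1676. An F-test on each gene alone with the same fold criterion, on log2(FPKM) without a pseudocount and with every gene above 0 in all mice, gave 923.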

Genes exhibiting differential expression (ANOVA, *p* < 0.05, +/−1.5-fold-change cut-off) across the three groups of mice were determined, and hierarchical clustering and heatmap visualization of the differentially expressed genes (DEGs) demonstrated that the mice within each group had very similar gene expression (Figure 2A,B). Assessment of the normalized expression values confirmed this (selected genes Table 1 and Table 2, entire dataset can be observed via this link; GEO accession GSE130440, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130440 accessed on 13 December 2021). 

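The 120 FPKM values that the paper prints for 20 genes in the 2 tables are those of the 6 mice to the digits given. Over all 13818 tested genes, the median absolute difference between the 2 mice of a genotype was 0.21 on the log2 scale in wildtype, 0.19 in heterozygous and 0.22 in homozygous mice. A difference of at least 2-fold between the 2 mice was seen for 870 genes (6.30%) in wildtype mice, 277 (2.00%) in heterozygous mice and 901 (6.52%) in homozygous mice.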

The similarity of the RNA-Seq profiles within each group of mice indicate that our model is robust and gives confidence in the RNA-seq data produced. 

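Across the tested genes, Pearson's r of log2(FPKM + 0.1) was 0.937 between the 2 wildtype mice, 0.960 between the 2 heterozygous mice and 0.915 between the 2 homozygous mice. These correlations are across genes, which are not independent replicates. Mice of different genotypes reached similar values, with 0.957 for wildtype mouse 41 and heterozygous mouse 37 and 0.956 for heterozygous mouse 40 and homozygous mouse 49, while homozygous mouse 47 had the lowest values, down to 0.879 with wildtype mouse 39. The mean r within genotypes exceeded the mean between genotypes by 0.00958, and 2 of the 15 ways to pair the 6 mice gave a difference as large (exact share 0.133, one-sided). Without a filter on low values, the difference was 0.00253. From the similarity of profiles within each group, the paper infers that the model is robust and that this gives confidence in the RNA-seq data.

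**Figure D1:**
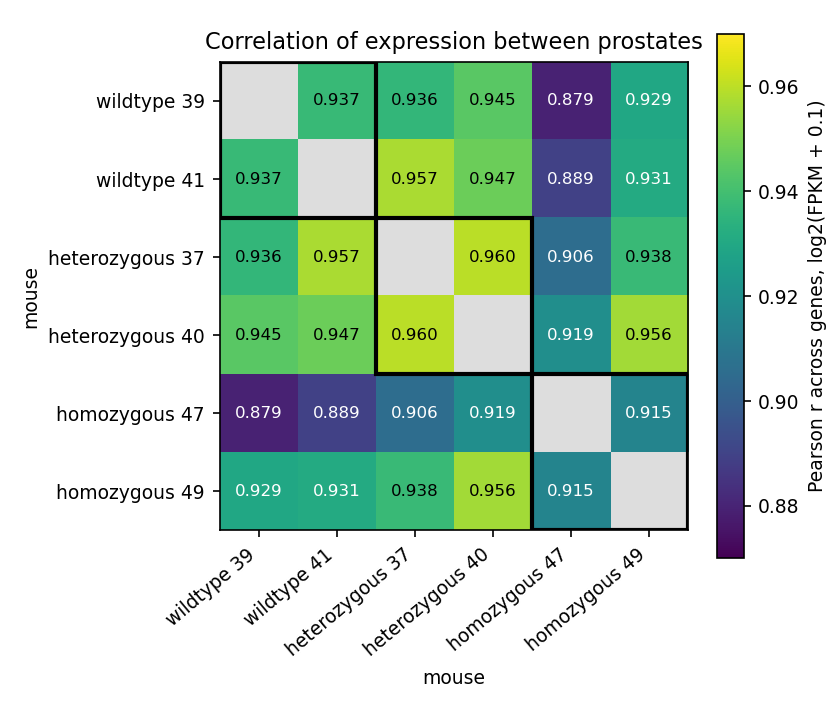
Pearson's r across genes between each pair of mice, on log2(FPKM + 0.1), with the genotype and animal number on both axes. Black frames mark the 3 pairs of mice of one genotype, whose r is 0.937, 0.960 and 0.915, and the row of mouse 47 holds the lowest values.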

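Without a fold criterion, 1595 of the tested genes had an unadjusted p-value under 0.05 in limma's moderated F-test, where 691 would pass by chance. After Benjamini-Hochberg adjustment, 14 genes had an adjusted p-value under 0.05. When the F-test was run on each gene alone, on log2(FPKM) for the 19130 genes above 0 in all mice, 0 genes had an adjusted p-value under 0.05 and 1649 an unadjusted one. For the 13649 of them with a mean FPKM of at least 1, a choice made after seeing the data, these numbers were 0 and 1303. With the lower and the higher animal number of each genotype as a replicate block, 1 gene had an adjusted p-value under 0.05 against 14 without the block. Differences between the lower and the higher number correlated across genes at -0.182 between wildtype and heterozygous mice, -0.0576 between wildtype and homozygous mice and 0.0352 between heterozygous and homozygous mice, so the order of the numbers gave no sign of pairing. With the numbers of the wildtype mice exchanged, the first of these is 0.182, and a factor shared by mice 39 and 40 or by mice 41 and 37 is not excluded. Among the 15 ways to put the 6 mice into 3 pairs, pairing by genotype gave the most genes with an adjusted p-value under 0.05, and the other pairings gave between 0 and 5. The pairing of mouse 39 with 40 and mouse 41 with 37 gave 1677 genes at an unadjusted p-value under 0.05, more than the pairing by genotype.

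**Figure D2:**
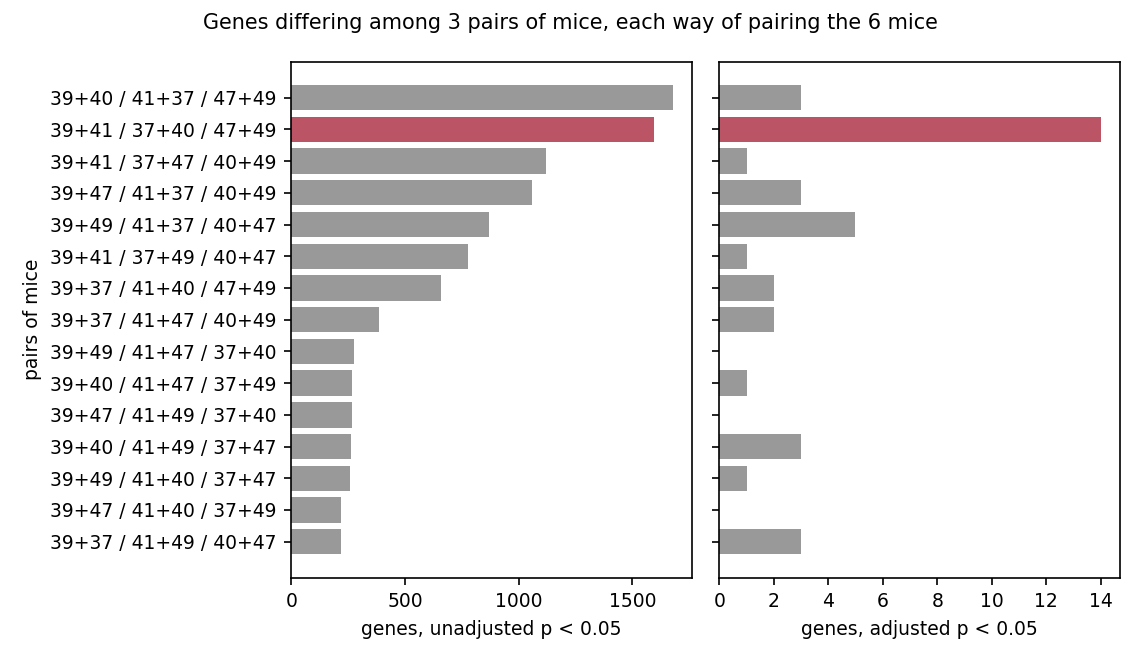
Number of genes that differed among 3 pairs of mice, for each of the 15 ways to pair the 6 mice, with an unadjusted p-value under 0.05 on the left and an adjusted p-value under 0.05 on the right. The red bars are the pairing by genotype, with 1595 and 14 genes.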

Statistically significant differences in gene expression between the three groups of mice were observed for 664 genes. 

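A gene dosage effect that holds in every mouse requires that the 2 wildtype, 2 heterozygous and 2 homozygous values follow the number of mutant alleles without overlap. Among the tested genes, 1220 were ordered in this way, 532 rising and 688 falling with the number of R270H alleles. The balance of directions depended on scaling, with 620 rising and 601 falling after median scaling and 561 and 584 after quantile normalization. The 6 mice can be put into 3 ordered pairs in 45 ways when an order and its reverse count once, and these gave a median of 229 ordered genes. The order by genotype and 1 other gave at least 1220 (exact share of 2 in 45); the other, with wildtype mouse 41 and heterozygous mouse 37 first, wildtype mouse 39 and heterozygous mouse 40 in the middle and both homozygous mice last, gave 1405. Most of the 45 orders break up the genotypes, so the share of 2 in 45 does not test allele order apart from grouping by genotype. With genes at a mean FPKM of at least 5, 869 genes were ordered by genotype, the alternative with the fewest.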

*Trp53 R270H* gene dosage affects were observed for many genes, i.e., a further increase or decrease in gene expression relative to the wild type controls was observed in homozygous mice when compared to heterozygous mice (Table 1 and Table 2, Figure 3). This was not the case for all genes; in some instances, gene expression changed by a similar amount in both the *Trp53 R270H* heterozygous and homozygous mice relative to the wildtype mice, or only changed in the homozygous mice. 

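Of the 1148 genes that met the p-value and fold criteria, 514 (44.8%) had values ordered by allele number without overlap between genotypes. In 535 genes the mean changed at least 1.5-fold in the same direction in heterozygous and homozygous mice relative to wildtype mice. In 538 genes it changed to that extent in homozygous mice only, and in 43 in heterozygous mice only. The mean change went in one direction in both and was larger in homozygous mice in 914 genes. This division rests on means of 2 mice and was not tested.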

Gene ontology analyses of these DEGs revealed a significant enrichment of genes belonging to the cell differentiation, apoptotic process, and cell proliferation categories (Figure 2C). Although the expression levels of DEGs were not always reflective of *Trp53* genotype status, there was a strong concordance with regard to function, in that *Trp53 R270H* homozygous mice typically exhibited a higher number of DEGs in enriched GO categories when compared to that of heterozygous mice. For example, for the ‘apoptotic process’ category comparison of *Trp53 R270H* homozygous versus wildtype mice, we identified 34 differentially expressed genes, while the comparison of *Trp53 R270H* heterozygous versus wildtype mice identified only 22 differentially expressed genes. Additionally, in the ‘positive regulation of gene expression’ category, DEGs were only observed in *Trp53 R270H* homozygous versus wildtype mice (28 differentially expressed genes), not *Trp53 R270H* heterozygous versus wildtype mice.

### 3.4. The Trp53 R270H Mutant Impacts Expression Levels of Known LOF and GOF Genes, as Well as Known CaP-Related Genes

Comparison of our list of differentially expressed genes with a previously published list of validated potential transcriptional targets of wildtype p53 (122 genes) that included targets validated by three different types of assay, including ChIP assay [23]) determined that 16 of the 122 validated targets of wildtype p53 were differentially expressed in our model (13%); *Acta1*, *Bax*, *Bbc3*, *Cav1*, *Ccng1*, *Cdkn1a*, *Ddit4*, *Gdf15*, *Hsp90ab1*, *Mdm2*, *Nos3*, *Ppm1j*, *Prkab1*, *Ptk2b*, *Tap1*, and *Tnfrsf10b* (Table 1). 

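The 16 genes lie at scattered places in GRCm38. They include Acta1 on chromosome 8 (123891769 to 123894751), Ccng1 on chromosome 11 (40748552 to 40755311) and Ddit4 on chromosome 10 (59949669 to 59951834). Also among them are Gdf15 on chromosome 8 (70629393 to 70632456), Hsp90ab1 on chromosome 17 (45567775 to 45573271) and Mdm2 on chromosome 10 (117688875 to 117710758), as well as Nos3 on chromosome 5 (24364810 to 24384474), Ppm1j on chromosome 3 (104781056 to 104786018) and Prkab1 on chromosome 5 (116013586 to 116024508). The others include Ptk2b on chromosome 14 (66153257 to 66281052), Tap1 on chromosome 17 (34187553 to 34197225) and Tnfrsf10b on chromosome 14 (69767472 to 69784411). The p-values of an F-test on each gene alone, on log2(FPKM) without a pseudocount, equal those of Table 1, the highest being 0.0482 for Ddit4. None of the 16 passed Benjamini-Hochberg adjustment in that test. In limma's moderated F-test, 14 had an unadjusted p-value under 0.05 and 2 an adjusted p-value under 0.05, namely Cdkn1a (adjusted p = 0.00213) and Bax (adjusted p = 0.0499). In the contrast of homozygous against wildtype mice, 7 had an adjusted p-value under 0.05. Both homozygous values lay beyond both wildtype values in all 16 genes, lower in 12 and higher in 4. The largest difference between any pair of group means was 1.34-fold for Cav1, just under 1.5-fold for Hsp90ab1, 1.46-fold for Nos3, 1.28-fold for Prkab1 and 1.32-fold for Ptk2b, and at least 1.5-fold for the other 11 genes. Acta1, which encodes skeletal muscle actin, rose by 1.17 in heterozygous and 1.31 in homozygous mice on the log2 scale (adjusted p = 0.424 and 0.146 in limma's contrasts), together with a list of other skeletal muscle genes.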

Expression of nine of these genes (*Bax*, *Bbc3*, *Ccng1*, *Cdkn1a*, *Ddit4*, *Gdf15*, *Mdm2*, *Tap1*, *Tnfrsf10b*) was decreased in heterozygous mice and *Trp53 R270H* gene dosage affects were observed for 7 of the 16 differentially expressed genes; *Bax*, *Bbc3*, *Ccng1*, *Cdkn1a*, *Ddit4*, *Gdf15*, and *Mdm2*. 

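Among the genes of Table 1, both heterozygous values lay below both wildtype values in 10, which are Bax, Bbc3, Ccng1, Cdkn1a, Ddit4, Gdf15, Mdm2, Tap1, Tnfrsf10b and Ptk2b. The FPKM of Ccng1 was 198 ± 27.1 (SD, n = 2) in wildtype, 90.2 ± 13.5 (SD, n = 2) in heterozygous and 52.2 ± 2.88 (SD, n = 2) in homozygous mice. Gdf15 had 46.3 ± 21.9 (SD, n = 2), 16.4 ± 7.96 (SD, n = 2) and 2.34 ± 0.196 (SD, n = 2) in the same order, Mdm2 49.2 ± 5.37 (SD, n = 2), 28.1 ± 1.90 (SD, n = 2) and 19.9 ± 1.60 (SD, n = 2), and Tnfrsf10b 5.66 ± 0.842 (SD, n = 2), 2.10 ± 0.296 (SD, n = 2) and 1.12 ± 0.0970 (SD, n = 2). For Ddit4 the values were 68.7 ± 15.4 (SD, n = 2), 43.8 ± 3.01 (SD, n = 2) and 31.8 ± 5.85 (SD, n = 2), and for Tap1 20.3 ± 3.77 (SD, n = 2), 13.3 ± 1.78 (SD, n = 2) and 11.1 ± 0.239 (SD, n = 2). In limma's contrasts against wildtype, the fall in homozygous mice had an adjusted p of 0.0291 for Ccng1, 0.0399 for Gdf15, 0.0399 for Mdm2, 0.0369 for Tnfrsf10b, 0.121 for Ddit4 and 0.133 for Tap1. None of the falls in heterozygous mice had an adjusted p-value under 0.05. The values of 11 of the 16 genes followed the number of mutant alleles without overlap between genotypes, 10 falling and Acta1 rising.

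**Figure D3:**
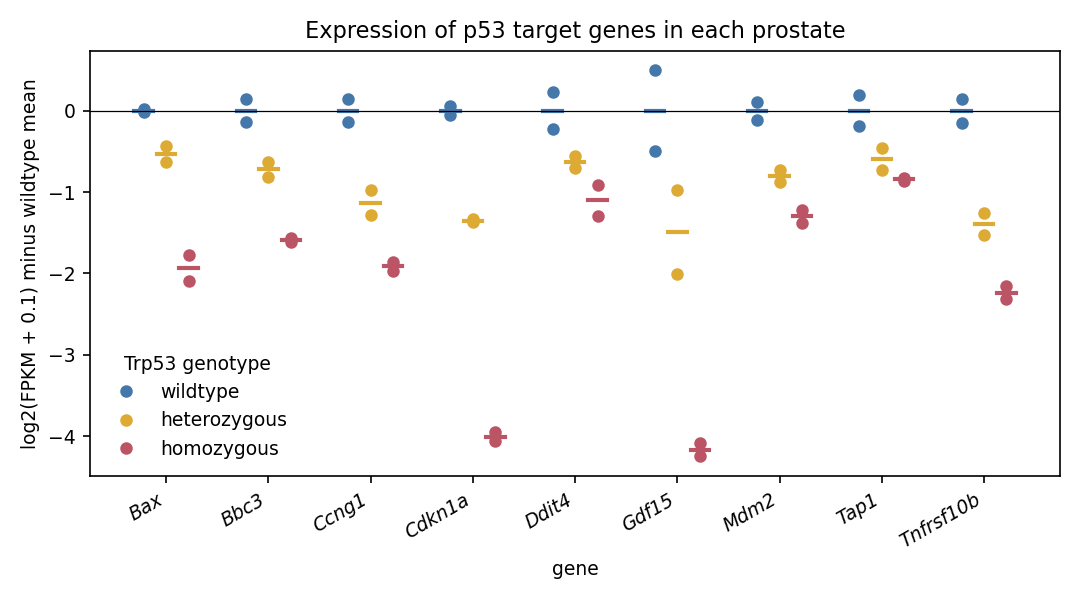
Expression of 9 p53 target genes in each of the 6 mice, as log2(FPKM + 0.1) minus the mean of the 2 wildtype mice. Points are mice and short lines are genotype means; in each of the 9 genes both homozygous points lie below both heterozygous points, and these below both wildtype points.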

The fact that some but not all genes showed dosage effects, and that the impact of the mutant on gene expression varied between genes, can be interpreted as meaning that the *p53 R270H* mutant, a mutation which is located in the DNA binding domain of p53, is able to bind with different affinities to different gene promoters and that the interaction can be dose dependent. 

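The share of the fall in homozygous mice that was already present in heterozygous mice, on the log2 scale, was 27.7% for Bax, 33.8% for Cdkn1a, 35.8% for Gdf15 and 45.3% for Bbc3. It was 57.1% for Ddit4, 59.2% for Ccng1, 61.8% for Mdm2, 62.1% for Tnfrsf10b and 70.3% for Tap1. These shares depend on the scale. In FPKM, Cdkn1a had means of 105 in wildtype, 41.0 in heterozygous and 6.43 in homozygous mice. More of its fall thus lay between wildtype and heterozygous mice. For Bax, with 91.4, 63.2 and 24.1, more of it lay between heterozygous and homozygous mice. The shares were not tested against each other. For Prkab1 and Hsp90ab1 the log2 fold change was -0.06 and 0.05 in heterozygous and -0.35 and -0.54 in homozygous mice. For Ppm1j and Nos3 the rise was 1.53 and 0.55 in heterozygous and 1.33 and 0.50 in homozygous mice, with adjusted p-values from limma between 0.144 and 0.766. From effects of dosage in some genes and not in others, the paper proposes that the mutant protein binds different promoters with different affinities and that the interaction can depend on its dose.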

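Mgmt (ENSMUSG00000054612), which encodes a DNA repair methyltransferase, lies on chromosome 7 from 136894614 to 137130266 of GRCm38, and Id4 (ENSMUSG00000021379), which encodes an inhibitor of DNA binding, on chromosome 13 from 48261228 to 48266026. The FPKM of Mgmt was 15.4 ± 2.36 (SD, n = 2) in wildtype, 7.04 ± 1.07 (SD, n = 2) in heterozygous and 2.39 ± 0.734 (SD, n = 2) in homozygous mice. Its log2 fold change in homozygous mice was -2.66 (standard error 0.25, adjusted p = 0.0322 from limma). That of Id4 was 0.52 (standard error 0.13, adjusted p = 0.159 from limma), and the largest difference between its group means was 1.44-fold.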

Comparison of our list of differentially expressed genes with a list of known *Trp53* GOF genes (total of 28 genes, [22]) identified two *Trp53* GOF genes that are differentially expressed in our model (2%); *Mgmt* and *Id4* (Table 2). 

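By mouse, the FPKM of Mgmt was 17.0 and 13.7 in wildtype mice, 7.80 and 6.28 in heterozygous mice and 2.91 and 1.87 in homozygous mice, without overlap between genotypes. The heterozygous mice showed 41.9% of the fall in homozygous mice on the log2 scale. Id4 values overlapped between wildtype and heterozygous mice.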

Gene dosage effects were observed for only one of these (*Mgmt*). Our list of differentially expressed genes was also compared with a list of genes that are differentially expressed in CaP patients and that are known to contribute to CaP progression [40,41]. This comparison identified only four genes; *Cdkn1a*, *Kras*, *Raf1*, and *Cav1*. 

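Cav1 lies on chromosome 6 from 17306335 to 17341452 of GRCm38. Its FPKM was 83.8 ± 1.27 (SD, n = 2) in wildtype, 86.7 ± 3.83 (SD, n = 2) in heterozygous and 112 ± 1.89 (SD, n = 2) in homozygous mice. In limma's moderated F-test, the adjusted p was 0.370 for Cav1, whose log2 fold change in homozygous mice was 0.42 (standard error 0.11, adjusted p = 0.183 from limma).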

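The FPKM of Cdkn1a was 109 and 101 in wildtype mice, 40.5 and 41.4 in heterozygous mice and 6.70 and 6.17 in homozygous mice, without overlap. Cav1 values of heterozygous and wildtype mice overlapped.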

Gene dosage effects were observed for one of these, *Cdkn1a*. 

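Across the 20 genes of Tables 1 and 2, the log2 fold change of homozygous against wildtype mice ran from -4.17 for Gdf15 to 1.33 for Ppm1j, and was -0.84 for Tap1 and -0.40 for Ptk2b. In 8 of the genes, no pair of group means differed 1.5-fold. The values of 12 genes followed the number of mutant alleles in all 6 mice, 11 from Table 1 and Mgmt.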

Heat map visualization of relative expression levels of genes listed in Table 1 and Table 2 (Figure 4) further confirms that gene dosage effects occur for many, but not all, of these genes, and that the relative impact of the p53 R270H mutant on gene expression varies widely between genes. This visualization also further confirmed that gene expression levels are very similar for each of the two mice in each group (*Trp53^+/+^* (wildtype), *Trp53^+/R270H^* (heterozygous), and *Trp53^R270H/R270H^* (homozygous for the *Trp53* mutation)).

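For the genes of Tables 1 and 2, the pooled standard deviation between mice of a genotype had a median of 0.14 on the log2 scale and was largest for Gdf15, at 0.59. The mean change in homozygous mice exceeded this spread in 19 of the 20 genes, and the mean change in heterozygous mice in 17. The paper chose these genes by a test that sets the change against this spread, so their spread is not that of all genes.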

### 3.5. The Trp53 R270H Mutation Causes Decreased Levels of Irradiation-Mediated Apoptosis but Does Not Appear to Impact Cell Proliferation 

IHC analyses were conducted to determine the impact of the *Trp53 R270H* mutation on irradiation-mediated apoptosis and cell proliferation. Irradiation is well known to impact both of these processes via both p53-dependent and p53-independent processes [42]. Apoptosis was assessed via activated caspase IHC, and cell proliferation was assessed via Ki67 IHC. Approximately 5% of cells in prostates from wildtype mice (*Trp53^+/+^*) expressed active caspase 3, compared to only ~1% of cells in prostates from heterozygous mice (*Trp53^+/R270H^*) (Figure 5A). Less than 1% of cells in prostates from homozygous mice (*Trp53^R270H/R270H^*) expressed active caspase 3. No differences in the number of cells expressing Ki67 were observed; approximately 2–5% of cells were Ki67 positive in all three groups of mice (Figure 5B). These data indicate that the *Trp53 R270H* mutant impacts apoptosis related-pathways to a greater extent when compared to cell proliferation-related pathways. This finding aligns with the gene ontology analysis of our RNA-seq data, which show more apoptosis-related genes were differentially expressed in the homozygous and heterozygous mice when compared to cell proliferation-related genes (Figure 2B).

## 4. Discussion

We previously demonstrated that the *Trp53 R270H* mutation can drive CaP initiation using the *FVB.129S4 (Trp53^tm3Tyj^); FVB.129S (Nkx3-1^tm3(cre)Mms^)* GEM [9]. We now validated this finding in a different GEM: B6.129S4-*Trp53*^tm3.1Tyj^/J. In both models, heterozygous mice developed PIN as early as 3 months. The main goal of the current study was to identify genes that may play a role in this process. RNA sequencing analysis of homozygous, heterozygous, and wildtype mice prostate samples identified a total of 1378 differentially expressed genes, demonstrating that the *Trp53 R270H* mutation has a strong impact on gene expression. 

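In the limma fit, 949 genes had an unadjusted p-value under 0.05 between heterozygous and wildtype mice, 644 higher and 305 lower in heterozygous mice. Between homozygous and wildtype mice there were 2483, of which 1195 were higher and 1288 lower in homozygous mice. This balance reversed with scaling, to 1341 higher and 1113 lower with median scaling and 1204 and 1034 with quantile normalization. Counting genes by the size of the change alone, 1278 changed at least 1.5-fold in heterozygous and 2388 in homozygous mice relative to wildtype mice. With each mouse left out in turn, these numbers lay between 1440 and 1937 in heterozygous and between 2238 and 3195 in homozygous mice, where one arm then held a single mouse.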

Sixteen of these differentially expressed genes are known transcriptional targets of wildtype p53, while two of them are known to be p53 GOF genes. To our knowledge, this is the first study to document the impact of mutant p53 on prostate cell gene expression in a GEM which develops PIN. 

In addition to the GEM described in our previous and current study, there is only group who have generated a GEM to help determine the role of mutant p53 in driving CaP initiation. Elgavish et al. generated a GEM with prostate-specific expression of the *Tp53 R273H* mutant (a hotspot mutation in CaP patients) [43]. *Tp53 R273H* is the human equivalent of the mouse *Trp53 R270H* mutant. Their mutant mice developed grade three to four PINs at 52 weeks, and assessment of levels of apoptosis following castration revealed that apoptosis was reduced in mutant mice. These data align with ours; our mutant mice also developed PIN (albeit much earlier), and in our GEM the *Trp53 R270H* mutant caused decreased levels of apoptosis and decreased the expression of pro-apoptosis-related genes in response to irradiation. While other p53 GEMs exist, in these models, typically compound models, p53 expression has been silenced to mimic a loss of heterozygosity, a genetic alteration which is associated with late-stage CaP [44,45,46,47]. Generation and characterization of models which harbor p53 mutations, and placing focus on elucidating the role of p53 mutations in driving CaP incidence and progression is important because a significant number of CaP patients with early-stage disease harbor p53 mutations within their primary tumors, and p53 mutations have been found in human PIN lesions [48]. 

Two of the pro-apoptosis genes that we observed as being downregulated in our homozygous and heterozygous *Trp53 R270H* GEM are direct transcriptional targets of wildtype p53: Bax and Bbc3 (also known as Puma). 

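Bax (ENSMUSG00000003873) lies on chromosome 7 from 45461697 to 45466898 and Bbc3 (ENSMUSG00000002083) on chromosome 7 from 16308393 to 16318205 of GRCm38. The FPKM of Bax was 91.4 ± 1.47 (SD, n = 2) in wildtype, 63.2 ± 6.13 (SD, n = 2) in heterozygous and 24.1 ± 3.77 (SD, n = 2) in homozygous mice. Its log2 fold change was -0.53 in heterozygous mice (standard error 0.15, adjusted p = 0.488 from limma) and -1.93 in homozygous mice (standard error 0.15, adjusted p = 0.0207). Bbc3 had an FPKM of 20.7 ± 2.92 (SD, n = 2), 12.5 ± 1.19 (SD, n = 2) and 6.76 ± 0.148 (SD, n = 2) in the same order, with log2 fold changes of -0.72 (standard error 0.15, adjusted p = 0.290 from limma) and -1.59 (standard error 0.15, adjusted p = 0.0314). With each mouse left out in turn, the log2 fold change in homozygous mice stayed between -2.09 and -1.77 for Bax and between -1.74 and -1.45 for Bbc3. A replicate block from the animal number leaves these fold changes as they are but takes up a residual degree of freedom. With it, the adjusted p rose to 0.0735 and 0.0870.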

Decreased Bax and/or Puma expression has been shown to be associated with increased pathological grade in CaP patients [49,50,51,52], and multiple CaP cell line and animal studies indicate that decreased expression of pro-apoptotic molecules can contribute to CaP progression and chemoresistance [53]. While a direct association between decreased Puma and/or Bax expression and CaP initiation has not been reported, it is well known that impaired cellular damage responses and dysregulation of apoptosis can contribute to the initiation of multiple cancer types, including CaP [54,55]. Several studies have demonstrated that environmental exposures, e.g., ingestion of environmental carcinogens or chronic inflammation, trigger apoptosis responses and are associated with a higher risk of CaP incidence [56,57]. While our mice were exposed to an extreme environmental trigger of apoptosis (5 Gy whole body irradiation), the combined data indicate it is possible that p53 mutant-mediated dysregulation of the apoptosis response to environmental carcinogens could potentially contribute to CaP initiation in some patients. 

Dysregulation of the cell cycle is well known to contribute to cancer initiation [58]. In our study, the expression of cell proliferation-related genes was also impacted by presence of the *Trp53 R270H* mutant, but to a lesser extent when compared to apoptosis-related genes; the cell proliferation gene category ranked sixth in the gene ontology analyses while the apoptosis-related gene category ranked second. Alterations in proliferative index (Ki67) were not observed, further supporting a lesser role for the dysregulation of cell proliferation in mediating p53 mutant-driven CaP initiation. The most notable cell cycle molecule to be impacted by the *Trp53 R270H* mutant was *Cdkn1a*. 

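Cdkn1a (ENSMUSG00000023067) lies on chromosome 17 from 29090976 to 29100727 of GRCm38. Its FPKM was 105 ± 5.88 (SD, n = 2) in wildtype, 41.0 ± 0.661 (SD, n = 2) in heterozygous and 6.43 ± 0.380 (SD, n = 2) in homozygous mice. The log2 fold change against wildtype was -1.35 in heterozygous mice (standard error 0.11, adjusted p = 0.127 from limma) and -4.00 in homozygous mice (standard error 0.11, adjusted p = 7.50e-04 from limma). Between homozygous and heterozygous mice it was -2.65 (adjusted p = 0.00398). Leaving out each mouse in turn kept the change in homozygous mice against wildtype between -4.06 and -3.95, and with the replicate block its adjusted p was 0.0164. With that block, 0 genes differed between homozygous and heterozygous mice at an adjusted p-value under 0.05 (smallest 0.0549 in limma's contrast). Cdkn1a thus no longer passed in that contrast.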

*Cdkn1a* is a transcriptional target of wildtype p53 and its protein product, p21, mediates G1 cell cycle arrest, primarily through inhibition of Cdk molecules, e.g., Cdk1 and 2 proteins [59]. While a direct link between CaP initiation and decreased p21 has not been reported, loss of p21 is associated with cancer initiation in other cancer types, e.g., liver cancer [60]. Interestingly, p21 expression is frequently increased in CaP patients and is associated with progression and worse outcomes [61,62]. This paradoxical effect has been hypothesized to result from the p21-mediated inhibition of apoptosis, and studies indicate that p21 can act as a tumor suppressor or oncogene, depending on cell type and context [63]. Whether p21 is acting as a tumor suppressor or oncogene in our model remains to be determined. 

Differential expression of two known GOF genes was also observed in our study; *Mgmt* and *Id4*. Mgmt (O6-methylguanine DNA methyltransferase) plays a key role in DNA repair; it removes DNA adducts that are added by alkylating agents, such as cisplatin and volatile *N*-nitroso compounds (found in high concentrations at rubber and metal factories), and thereby prevents the accumulation of mutations/genotoxicity [64,65]. In our GEM, the *Trp53 R270H* mutant causes the decreased expression of Mgmt, indicating that mutant mice will be more likely to accumulate DNA damage. It is possible that this mechanism contributes to mutant p53-initiated CaP. 

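The log2 fold change of Mgmt in heterozygous mice was -1.12 (standard error 0.25, adjusted p = 0.366 from limma). Without any one mouse, it stayed between -1.27 and -0.96 in heterozygous and between -2.97 and -2.36 in homozygous mice. With the animal number as a replicate block, the fall in homozygous mice had an adjusted p of 0.0517.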

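The FPKM of Id4 was 17.5 and 14.8 in wildtype mice, 17.2 and 16.8 in heterozygous mice and 22.9 and 23.5 in homozygous mice. Both homozygous values lay above both wildtype values, while both heterozygous values lay between them, a log2 fold change of 0.08 in heterozygous mice (standard error 0.13, adjusted p = 0.957 from limma).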

Expression levels of the other p53 GOF gene that our study identified, *Id4,* were elevated in mice that harbor the *Trp53 R270H* mutant. *Id4* encodes for a DNA-binding protein inhibitor that can regulate cell proliferation, apoptosis, and differentiation. Interestingly, Id4 has been shown to act upstream of wildtype p53; it acetylates wildtype p53 and thereby enhances its transcriptional activity [66]. Furthermore, studies have shown that increasing Id4 blocks the tumorigenicity of CaP cells [67]. Based on this information, it would appear that increased expression of Id4 should therefore inhibit prostate carcinogenesis, i.e., the opposite of what we would expect in this setting. 

The ability of the *Trp53 R270H* to drive breast and lung cancer initiation has been demonstrated in other GEM. Many consider the ability of the *Trp53 R270H* mutant to mediate cancer initiation is, in of itself, confirmation that this mutant can cause GOF, because p53-null mice do not develop breast or lung cancers [68,69,70]. In alignment with this, p53-null mice do not develop PIN or CaP in the absence of other genetic alterations [3]. Gene expression profiling studies have been performed in breast and lung cancer-specific p53-mutant GEMs and have also identified differential expression of apoptosis and cell cycle-related genes. Turrell et al. found that expression of *Bbc3*, *Ccng1*, and *Cdkn1a* were impacted by presence of the *Trp53 R270H* mutant in their lung cancer GEM [71], and Wijnhoven et al. showed that *Bbc3* expression is impacted in their breast cancer GEM [70]. These data support our findings and indicate that further analysis of the role of *Bbc3* and *Cdkn1a* in prostate carcinogenesis is warranted. To our knowledge, these breast and lung GEM studies did not identify dysregulation of p53 GOF genes. 

It is noteworthy that the *Trp53 R270H* mutant mediated dose-dependent effects for some, but not all, wildtype p53 transcriptional target genes. For example, gene dosage effects were observed for *Bax*, *Bbc3*, and *Cdkn1a*; ~1.5-fold, ~1.6-fold, and ~2-fold decreases in these genes were observed in heterozygous mice, respectively, while ~3.6-fold, ~2.9-fold, and 14-fold decreases were observed in homozygous mice. 

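On the log2(FPKM + 0.1) scale, Bax was 1.45-fold, Bbc3 1.65-fold and Cdkn1a 2.55-fold lower in heterozygous than in wildtype mice. In homozygous mice the decreases were 3.80-fold, 3.01-fold and 16.1-fold. The further decrease from heterozygous to homozygous mice was 2.63-fold for Bax and 1.83-fold for Bbc3, with an adjusted p from limma of 0.148 and 0.684.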

The majority of CaP patients with early disease who harbor *Tp53* mutations are heterozygous for the mutations and loss of heterozygosity (LOH) is typically only observed in advanced disease. Based on this and our gene expression profiling data, which show that apoptosis is dysregulated, it is likely that patients with LOH will have a worse response to cytotoxic chemotherapy. It is also noteworthy that only a small fraction of known transcriptional targets of wildtype p53 were significantly impacted by presence of the *Trp53 R270H* mutation; 16 out of 122 genes (13%). This has been shown to be the case in other studies and cancer types and it appears that the impact of mutant p53 is both cell type and context dependent. 

A major limitation of this study is the lack of validation of differentially expressed genes. This will be an important next step and focus will be placed on validating the differential expression of the genes discussed above. 

## 5. Conclusions

Our combined data confirm that the *Trp53 R270H* mutant can drive CaP initiation and indicate that the dysregulation of apoptosis plays a role in promoting mutant p53-mediated CaP initiation. Importantly, we identified several potential mediators of mutant p53-driven CaP, which thereby provide a starting point for future validation and mechanistic studies. Our molecular characterization of the *Trp53 R270H* GEM will help support its usage for diagnostic and prognostic biomarker development studies, as well as for pre-clinical studies of therapeutic agents. 

## Figures and Tables

**Figure 1:**
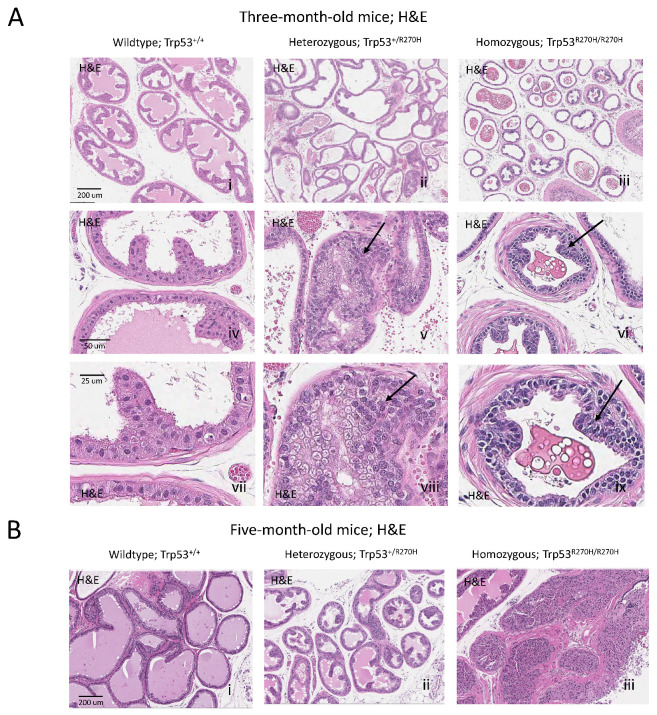
**The *Trp53^R270H^* mutant allele promotes the development of prostatic intraepithelial neoplasia (PIN).** At ~3 months of age, areas of metaplasia and atypical hyperplasia (arrows) were observed in heterozygous mice (*Trp53^+/R270H^*; **A**ii,v,viii) and grade 1 PIN lesions were observed in homozygous mice (*Trp53^R270H/R270H^*; **A**iii,vi,ix) but not wildtype mice (*Trp53^+/+^*; **A**i,iv,vii). PIN lesions (arrows) were observed in older *Trp53^+/R270H^* and *Trp53^R270H/R270H^*; mice (~5 months of age, **B**ii,iii, respectively). At ~5 months of age, grade 1 and grade 3–4 PIN lesions were observed in heterozygous and homozygous mice, respectively (**B**i,ii). PIN lesions were not observed in *Trp53^+/+^* (wildtype) mice at either time point (**A**i,**B**i). The combined data further confirm that the *Trp53^R270H^* mutation can drive initiation of prostate carcinogenesis. Please note that a representative scale bar is included in the first image for each horizontal panel.

**Figure 2:**
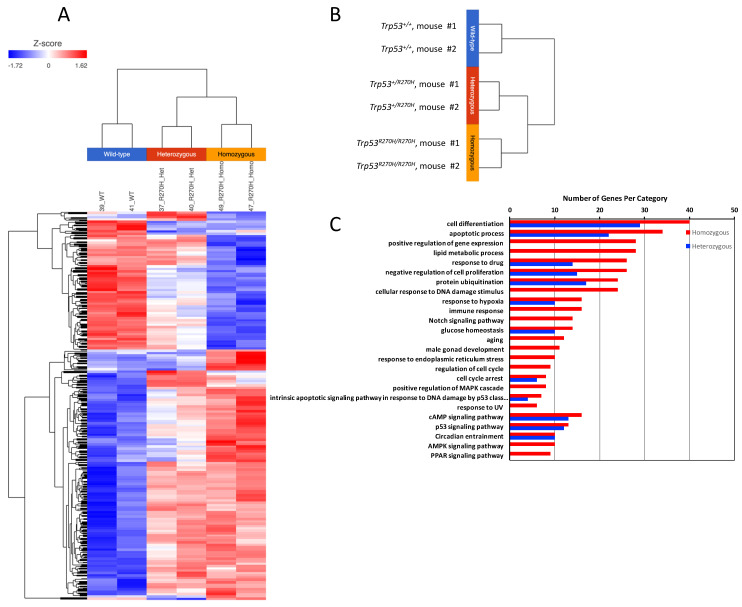
**RNA-seq analysis demonstrates that presence of the *Trp53^R270H^* mutant allele is able to alter the transcriptional response of prostate cells to 5 Gy radiation**. A distinct difference in gene expression patterns was observed between wildtype mice (*Trp53^+/+^*) versus heterozygous mice (*Trp53^+/R270H^*) and between wildtype mice (*Trp53^+/+^*) versus homozygous mice (*Trp53^R270H/R270H^*); heatmap (**A**), hierarchical clustering (**B**), and gene ontology (**C**) analyses. Differences between heterozygous and homozygous mice were also observed.

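After Benjamini-Hochberg adjustment, 0 genes differed between heterozygous and wildtype mice in limma's contrast, with a smallest adjusted p of 0.127, while 949 had an unadjusted p-value under 0.05. Between homozygous and wildtype mice, 53 genes had an adjusted p-value under 0.05, 17 higher and 36 lower in homozygous mice. The number fell to 4 when genes with low FPKM were kept, to 4 with a replicate block, and to 0 when each gene above 0 in all mice was tested alone, where 2375 of 19130 had an unadjusted p-value under 0.05. It rose to 60 with a filter at a mean FPKM of 5. The excess of lower genes depended on scaling, with 20 higher and 22 lower after quantile normalization and 18 and 30 after median scaling.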

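Between homozygous and heterozygous mice, 2 genes had an adjusted p-value under 0.05 in limma's contrast, 1 higher and 1 lower in homozygous mice, the lower one being Cdkn1a. Without adjustment, 883 genes had a p-value under 0.05, 272 higher and 611 lower in homozygous mice. This excess of lower genes was smaller with quantile normalization (409 higher, 465 lower) and with median scaling (366 higher, 513 lower).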

**Figure 3:**
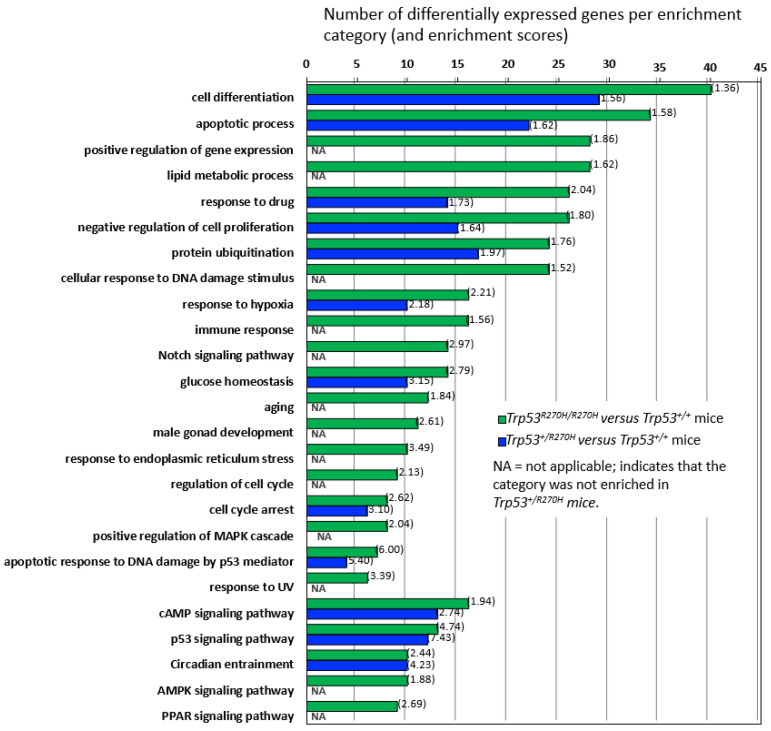
**Gene enrichment analysis and gene dosage effects.** Comparison of differential gene expression in *Trp53 R270H* homozygous versus wildtype mice and in *Trp53 R270H* heterozygous versus wildtype mice by gene enrichment category demonstrates that gene dosage differences exist for many, but not all of the categories. Gene enrichment scores are shown in brackets.

**Figure 4:**
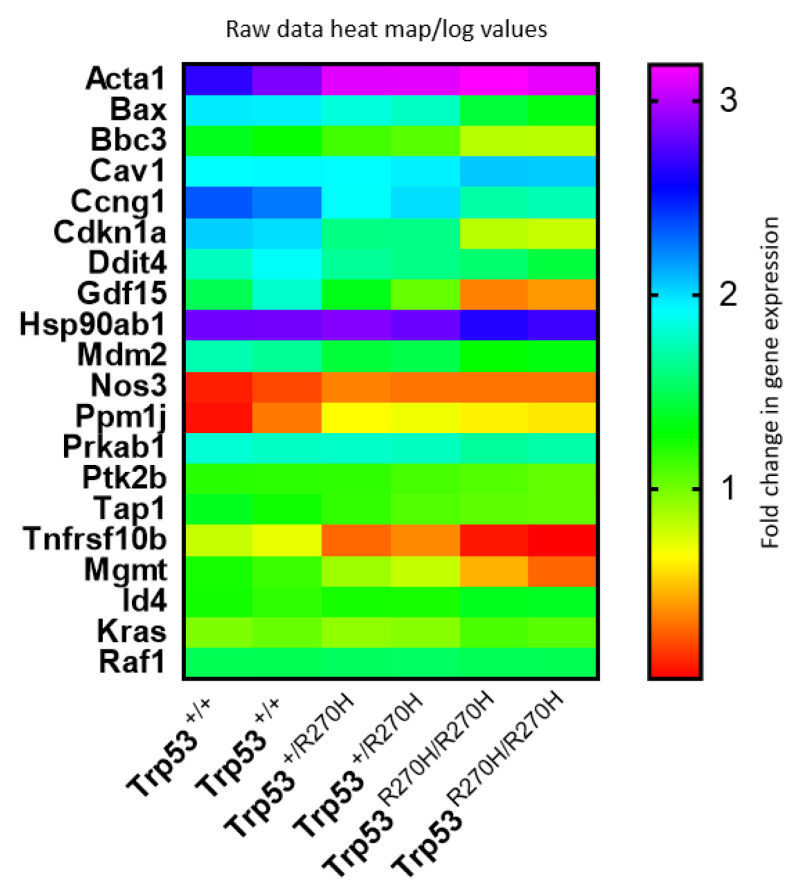
**Gene expression heat map.** Comparison of gene expression log values between the three genotypes and between differentially genes reveals that gene dosage effects exist for some, but not all genes, and that the relative impact of the p53 R270H mutant on gene expression varies widely between genes. This figure was generated using log transformed raw data for differentially expressed genes.

**Figure 5:**
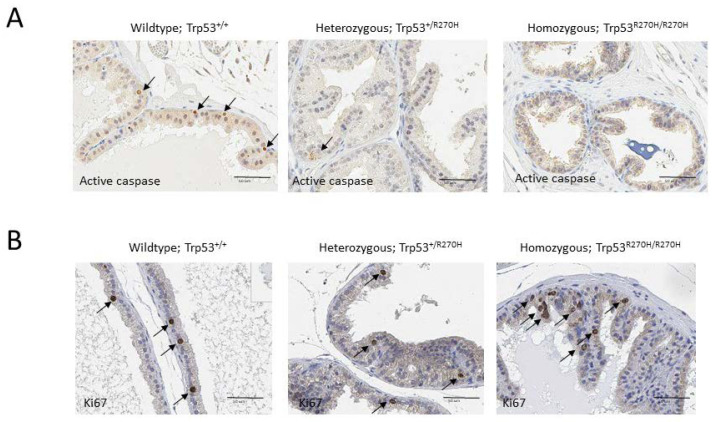
**Presence of the *Trp53^R270H^* mutant allele causes increased cell survival following irradiation but does not affect cell proliferation.** All mice were exposed to 5 Gy whole body irradiation 6 h prior to time of necropsy. IHC analyses of revealed that ~5% of cells in prostates from wildtype mice (*Trp53^+/+^*) expressed active caspase 3 (arrows), compared to only ~1% of cells in prostates from heterozygous mice (*Trp53^+/R270H^*) (**A**). Less than 1% of cells in prostates from homozygous mice (*Trp53^R270H/R270H^*) expressed active caspase 3 (**A**). These data indicate that the *Trp53^R270H^* mutant allele promotes survival of prostate cells. In contrast, Ki67 IHC revealed similar levels of cell proliferation (~2–5%) in all three genotypes (**B**).

**Table 1:** **Presence of the *Trp53^R270H^* mutant allele mediates alterations in the expression levels of validated transcriptional targets of wildtype p53.** The expression of 16 genes that are known transcriptional targets of wildtype p53 was impacted by the presence of the *Trp53^R270H^* mutant allele. It is noteworthy that allele dosage effects were observed for some genes; *Bax*, *Ccng1*, *Cdkn1a*, *Gdf15*, *Mdm2*. Data shown are fragments per kilobase of exon model per million mapped reads (FPKM).

Gene	*p* Value (ANOVA)	*Trp53^+/+^* (Mouse #1)	*Trp53^+/+^* (Mouse #2)	*Trp53^+/R270H^* (Mouse #1)	*Trp53^+/R270H^* (Mouse #2)	*Trp53^R270H/R270H^* (Mouse #1)	*Trp53^R270H/R270H^* (Mouse #2)
*Acta1*	0.03226382	459.72382	723.69403	1295.8693	1305.2902	1532.4598	1335.5698
*Bax*	0.00234206	92.46413	90.38328	67.5547	58.88641	26.7726	21.443594
*Bbc3*	0.00355776	22.755802	18.623598	13.3205	11.639098	6.8682103	6.6584005
*Cav1*	0.00357872	82.86131	84.6536	83.98589	89.3961	113.60498	110.93498
*Ccng1*	0.00381259	216.86192	178.55894	80.588196	99.719315	50.149597	54.22179
*Cdkn1a*	2.50 × 10^−5^	108.96001	100.64	40.4964	41.430794	6.70245	6.1654506
*Ddit4*	0.04823983	57.755894	79.54468	45.9636	41.706512	35.910603	27.632603
*Gdf15*	0.01252794	30.834797	61.762997	22.0756	10.823901	2.20235	2.4798
*Hsp90ab1*	0.03196126	669.3211	686.84717	753.2858	651.8237	433.094	504.98203
*Mdm2*	0.00440876	53.018593	45.430508	26.794598	29.479399	18.8087	21.066896
*Nos3*	0.04553094	1.25112	1.57297	2.18129	2.02219	2.01661	2.03199
*Ppm1j*	0.03864105	1.14598	2.0899	4.44729	4.88169	4.1659994	3.9569898
*Prkab1*	0.03862554	65.31939	59.280407	60.98009	58.167007	46.9706	50.6644
*Ptk2b*	0.04042444	15.3253975	15.081601	14.640602	12.964701	11.9638	11.0372
*Tap1*	0.04544611	22.922	17.592104	14.591501	12.070802	11.3092985	10.970899
*Tnfrsf10b*	0.00248734	6.25948	5.06814	1.88841	2.3068597	1.18625	1.04909

heterozygous (*Trp53^+/R270H^*) and/or or homozygous mice (*Trp53^R270H/R270H^*). A dose-dependent effect was observed for *Mgmt*. The expression of 4 genes which are associated with prostate cancer incidence and/or disease progression (*Cdkn1a*, *Kras*, *Raf1*, and *Cav1*) were impacted by the presence of the *Trp53^R270H^* allele. A gene dosage effect was observed for 1 of these, *Cdkn1a*. Data shown are fragments per kilobase of exon model per million mapped reads (FPKM).

**Table 2:** **The *Trp53^R270^* mutant allele mediates alterations in expression levels of validated transcriptional targets of the *Trp53^R270H^* allele as well as alterations in expression levels of genes associated with incidence of prostate cancer in patients.** Two known transcriptional targets of *Trp53^R270H^*, *Mgmt* and *Id4*, demonstrated differential expression in wildtype (*Trp53^+/+^*) versus heterozygous (*Trp53^+/R270H^*) and/or or homozygous mice (*Trp53^R270H/R270H^*). A dose-dependent effect was observed for *Mgmt*. The expression of 4 genes which are associated with prostate cancer incidence and/or disease progression (*Cdkn1a*, *Kras*, *Raf1*, and *Cav1*) were impacted by the presence of the *Trp53^R270H^* allele. A gene dosage effect was observed for 1 of these, *Cdkn1a*. Data shown are fragments per kilobase of exon model per million mapped reads (FPKM).

Gene	*p* Value (ANOVA)	*Trp53^+/+^* (Mouse #1)	*Trp53^+/+^* (Mouse #2)	*Trp53^+/R270H^* (Mouse #1)	*Trp53^+/R270H^* (Mouse #2)	*Trp53^R270H/^* *^R270H^* (Mouse #1)	*Trp53^R270H/^* *^R270H^* (Mouse #2)
Differentially expressed p53 gain-of-function genes							
*Mgmt*	0.00768433	17.0458	13.7068	7.800239	6.28203	2.90736	1.86971
*Id4*	0.02814294	17.548595	14.7531	17.234304	16.794598	22.8728	23.457294
Differentially expressed prostate cancer patient-related genes							
*Cdkn1a*	2.50 × 10^−5^	108.96001	100.64	40.4964	41.430794	6.70245	6.1654506
*Kras*	0.02647585	9.465839	10.611401	8.453041	8.89257	12.714198	11.6827
*Raf1*	0.00400151	30.975206	30.752499	32.999496	33.546703	31.184992	31.010395
*Cav1*	0.00357872	82.86131	84.6536	83.98589	89.3961	113.60498	110.93498

## Data Availability

RNA-seq data is available via the following link, GEO accession GSE130440, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130440, accessed on 13 December 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology11020218/s1. Supplementary Figure S1: Immunohistochemical analysis confirms p53 stabilization in all 3 groups of mice following exposure to 5 Gy irradiation.

# Supplementary material for: Use of RNA-Seq and a Transgenic Mouse Model to Identify Genes Which May Contribute to Mutant p53-Driven Prostate Cancer Initiation
**Source:** Biology (Basel). 2022 Jan 29;11(2):218. doi: 10.3390/biology11020218
**Supplement:** Supplementary file 1

## Slide 1
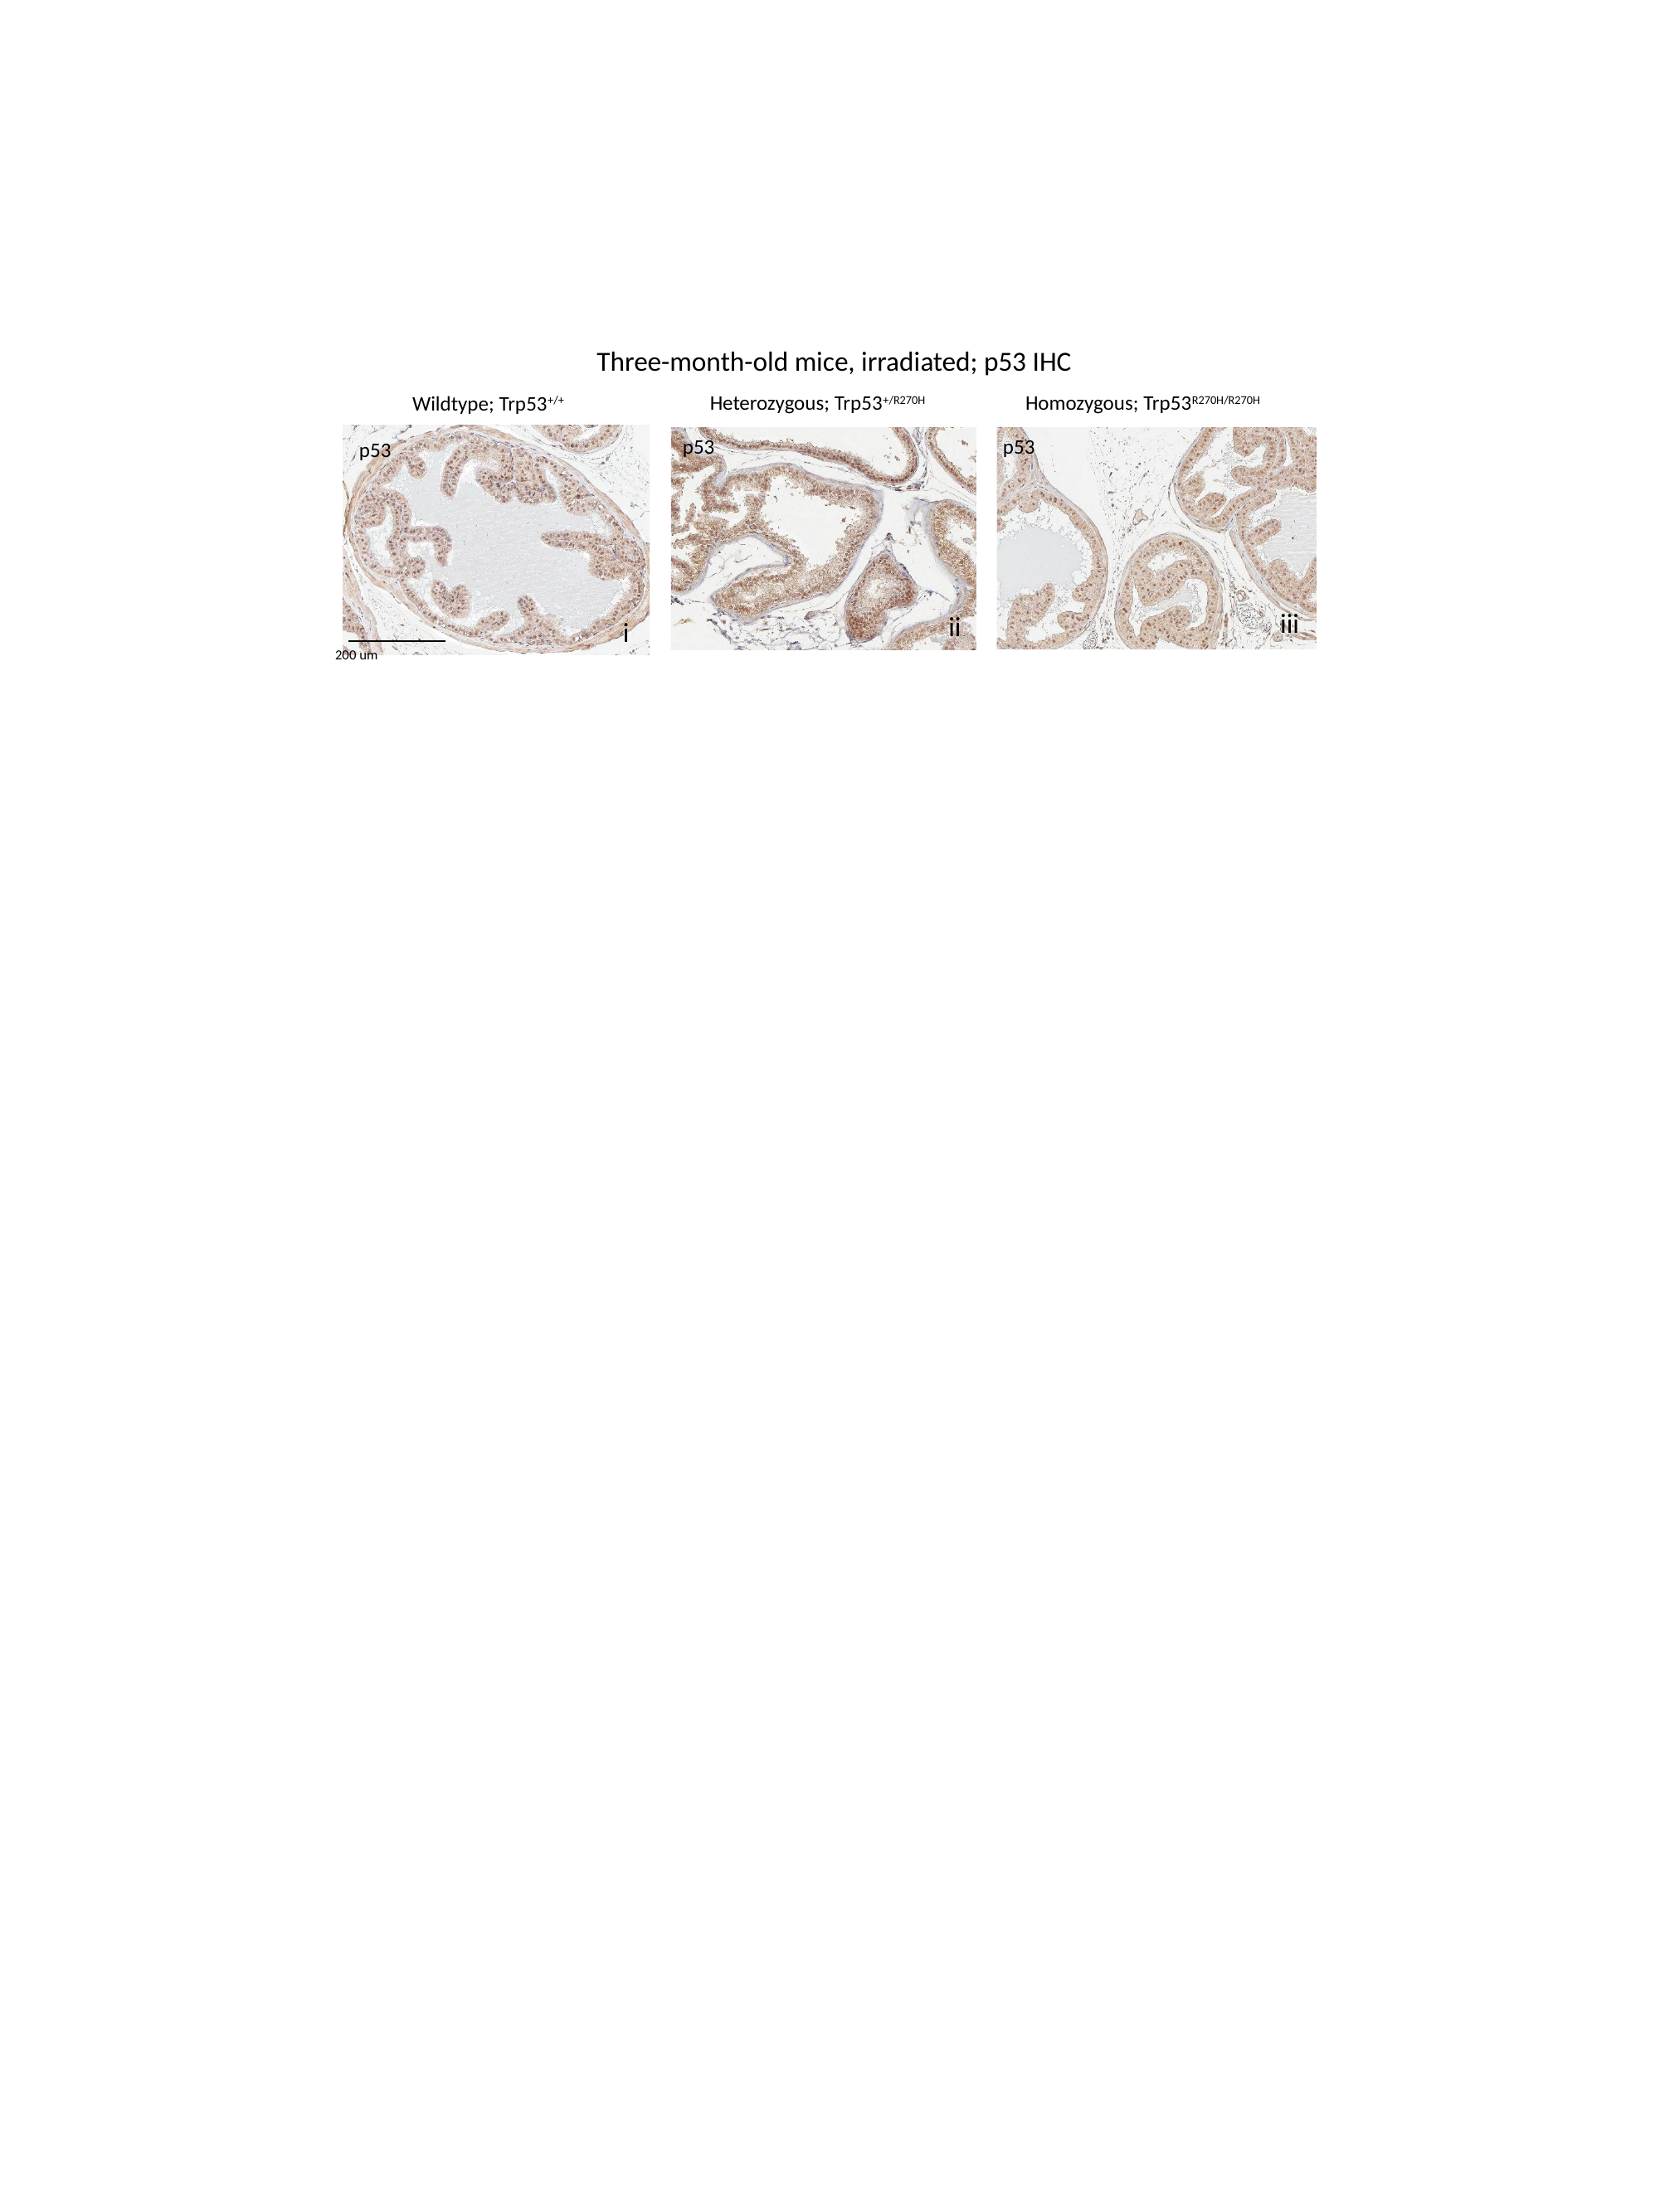

Three-month-old mice, irradiated; p53 IHC
Heterozygous; Trp53+/R270H
Homozygous; Trp53R270H/R270H
Wildtype; Trp53+/+
p53
p53
p53
iii
ii
i
200 um

How the deposited data were processed for this re-analysis (not part of the article)

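RNA from the prostates of 6 B6.129S4 mice was measured, 2 wildtype, 2 heterozygous and 2 homozygous for Trp53 R270H, at about 3 months of age and 6 h after 5 Gy of whole body irradiation. Each mouse was assigned to its genotype from the submitters' labels, which match the groups and the number of mice in the methods. The values of Tables 1 and 2 equal those of the 6 mice in this order.

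The authors isolated total RNA from snap-frozen prostates, prepared stranded mRNA libraries and sequenced them as read pairs, with the depth per sample that the methods state. They aligned the reads to GRCm38 with HISAT, assembled and quantified transcripts with Cufflinks, and deposited gene-level FPKM for each mouse, which are already corrected for gene length and for the number of mapped fragments. The versions of these tools, the annotation and any filter or normalization applied in GeneSpring or Partek before the authors' tests are not named in the paper's text. The deposited tables hold 47719 Ensembl gene identifiers in the same order in every mouse, of which 47219 are in GENCODE release M21, the annotation of GRCm38 used here for positions, transcript lengths and GC content. For the 124 symbols shared by several identifiers, the identifier with the highest mean FPKM was used where a gene is named.

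Fragment counts are not part of the deposited FPKM values, so no test for counts was used and the sampling error of a single value is unknown. The lowest values of a mouse are worth a whole number of fragments, and the most frequent ratio of such values (FPKM under 0.1) between mice gave the numbers of fragments relative to wildtype mouse 39. They lay between 0.78 in homozygous mouse 47 and 1.06 in homozygous mouse 49, so depth differed within genotypes as much as between them.

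Tests were run on log2(FPKM + 0.1) for the 13818 genes with a mean FPKM of at least 1 over the 6 mice. A linear model with the 3 genotypes was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), without a block, since the animals are different and the labels name no pairing. The moderated F-test compared the 3 genotypes, and contrasts compared them in pairs, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The criterion of the paper, a p-value under 0.05 with a fold change of at least 1.5, was applied with the unadjusted F-test. The test prior had 2.77 degrees of freedom beside 3 residual ones. Genes ordered by allele dosage were counted without a test, and compared with the other orders of the mice. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

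The fit was tested on simulated data with the means of the real genes, a spread drawn from limma's fitted prior, and independent normal noise. With 200 of 13818 genes changed, 53 genes had an adjusted p-value under 0.05, of which 50 were changed genes, so that 25.0% of the changed genes and 56.3% of those changed by 2 on the log2 scale were recovered, and 5.66% of the genes called were wrong. With no gene changed, 0 of 13818 genes had an adjusted p-value under 0.05 and 739 an unadjusted one. In this setting, the test thus leaves many changes of moderate size uncalled with 2 mice per genotype. The simulated noise followed the model of the test, and shifts that many genes of a mouse share were not simulated. The numbers of wrong calls therefore need not hold for the real mice.

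Genes named in the text were chosen by a rule set before the data were examined. They are the 24 genes the paper names as measured (among them Trp53, Bcl2, Mki67 and those of Tables 1 and 2, of which some are not reported here), and the 5 largest rises and 5 largest falls in homozygous against wildtype mice among genes with an adjusted p-value under 0.05, with both homozygous values beyond both wildtype values and with a name that is not a predicted or RIKEN identifier. The same rule for heterozygous mice named no gene.

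The alternatives set before the data were examined were a pseudocount of 1 or 0.01, no filter on low values, a mean FPKM of at least 5, quantile normalization, median scaling, a prior variance without intensity trend, an F-test on each gene alone on log2(FPKM), a replicate block of the lower and higher animal number of each genotype, a fold criterion against wildtype only, and leaving out each mouse. The block is built from the order of the animal numbers alone. It leaves the fold changes as they are and takes up a residual degree of freedom, which can by itself raise p-values. The labels name no litter, cage or sequencing batch, so none was entered. Added after seeing the data were a fit without the 169 tested genes listed at 0 in a mouse, a crossed replicate block in which the numbers of the wildtype mice were exchanged, and the F-test on each gene alone for genes with a mean FPKM of at least 1.

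Lists of marker genes for tissues and processes were written before they were tested. The median log2 fold change of a list was set against 10000 random lists of the same size, matched on mean expression and drawn from the 26087 genes above 0 in any mouse, and is given as a percentile that describes these mice. Gene ontology enrichment was not computed, because an annotation of gene ontology terms was not used here. Immunohistochemistry and histology were not analysed here.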

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

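Genes outside those the paper discusses are given here because they changed in homozygous mice by the rule stated with the processing. The tests of GC content, transcript length, values listed at 0 and the difference between the wildtype mice were chosen only after the results were seen.

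Different kinds of genes are found among the 53 with an adjusted p-value under 0.05 in homozygous mice. Eda2r, with a log2 fold change of -4.21 (standard error 0.29, adjusted p = 0.0128 from limma), had an FPKM of 9.83 and 8.76 in wildtype, 3.28 and 4.09 in heterozygous and 0.299 and 0.544 in homozygous mice. Psrc1, with -3.47 (standard error 0.23, adjusted p = 0.0126), had 10.7 and 7.66 in wildtype, 4.25 and 3.59 in heterozygous and 0.660 and 0.791 in homozygous mice. Both belong to a list of 26 p53 target genes outside the tables of the paper, written before it was tested. The median of this list fell by 1.00 in homozygous mice and decreased by 0.73 in heterozygous mice on the log2 scale, in homozygous mice at percentile 0 of the 10000 matched random lists for loss of wildtype p53 activity. In homozygous mice 21 of its genes were lower and 5 higher, and the median decreased by 1.00 with quantile normalization and dropped by 1.01 with median scaling. The mean of the list, relative to the mean of all mice, was 0.71 and 0.48 in wildtype, -0.03 and 0.00 in heterozygous and -0.62 and -0.54 in homozygous mice. For the 53 genes together, the median GC content of the longest transcript, 52.6%, lay at percentile 97.2 and the median transcript length, 2608 bases, at percentile 2.59 of matched random lists, both just within the central 95%. Loss of wildtype p53 activity may explain the fall of these genes. The labels name no sequencing batch, and the paper states that the libraries were pooled for sequencing. A batch that shifted genes in general would not set the p53 list apart from matched random lists. The list lay at percentile 0 in heterozygous mice too, with 23 genes lower and 3 higher, and 16 fell in allele order. For this list, these values argue against such a batch. By genotype, the homozygous mice had no wildtype Trp53 allele. That this loss lowered the list remains a hypothesis, since it was not separated from an effect of the mutant protein. All mice were irradiated, so these values do not show whether the fall depends on irradiation.

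The 5 largest rises were Mettl21c, at 2.28 on the log2 scale (adjusted p = 0.0369 from limma), BC006965 at 2.00 (0.0324), Mlf1 at 1.74 (0.0477), Nctc1 at 1.67 (0.0477) and Ampd1 at 1.62 (0.0324). Each was higher in all 4 mutant mice than in both wildtype mice, and the FPKM of Ampd1, for example, was 6.28 and 6.13 in wildtype, 16.2 and 16.0 in heterozygous and 22.1 and 16.8 in homozygous mice. A list of 21 skeletal muscle genes without Acta1, Ampd1 among them, had a median log2 fold change of 1.40 in homozygous and 1.23 in heterozygous mice, above all matched random lists (percentile 100.0), and all 21 of its genes were higher in homozygous mice. Its mean relative to all mice was -1.07 and -0.67 in wildtype, 0.27 and 0.40 in heterozygous and 0.57 and 0.51 in homozygous mice, as for Acta1. A candidate explanation for the rise of Acta1 and of the other muscle genes is skeletal muscle in the dissected tissue, which would also differ between mice of one genotype. The 1316 genes with at least a 1.5-fold higher mean in homozygous mice, muscle list left out, were higher in wildtype mouse 41 than in wildtype mouse 39 by a median of 0.30, at percentile 100.0, as were the muscle genes by 0.46. Any tissue less represented in mouse 39 would give this, so it does not single out muscle. A rise of muscle genes caused by the mutation cannot be told apart from a different share of muscle with 2 mice per genotype.

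Svs2, a seminal vesicle gene, had a log2 fold change of -14.04 (adjusted p = 0.0477 from limma), with an FPKM of 256 and 11018 in wildtype, 11734 and 14734 in heterozygous and 0 and 0 in homozygous mice. Seminal vesicle in the dissected tissue was tested with a list of 8 genes, Svs2 included. The list had a median log2 fold change of 3.43 in homozygous mice (percentile 100.0), opposite in direction to Svs2, with 5 genes higher and 3 lower. Its mean by mouse was -2.63 and 2.11 in wildtype, 2.12 and 1.47 in heterozygous and -1.69 and -1.38 in homozygous mice. A smaller share of seminal vesicle in homozygous mice would lower most of the list, which the median does not show. The means do not settle this, since the wildtype mice lay on both sides of the homozygous mice, whose means include Svs2 at 0. Mouse 39 had the lowest mean, so rises of the list against wildtype may rest on that mouse. In heterozygous mice, looked at afterwards, all 8 genes were higher, with a median log2 fold change of 1.99 (percentile 100.0). An estimate that failed for genes with very high values was tested with protein-coding genes other than Svs2. Of the 26 that reached an FPKM of 5000 in some mouse, 3 were listed at 0 in another, Svs4 and Svs5 in mouse 47 among them, against 1 of 832 that reached 100 but not 5000 (Fisher's exact test, one-sided, p = 9.71e-05). The zeros of Svs2 may thus be failed estimates, and its change is also tied to the pseudocount, at -10.72 with a pseudocount of 1 and -17.36 with 0.01. An effect of the mutation on this gene was not tested apart from these explanations.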

How the results depend on the processing

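Some of the alternatives were chosen after seeing the data, namely the crossed replicate block, the removal of genes listed at 0 and the F-test on each gene alone at a mean FPKM of at least 1. The cause of the changes below was not tested.

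The number of genes differing among the 3 genotypes at an adjusted p-value under 0.05 was 14. It was 3 with no filter on low values, 4 with quantile normalization, 9 without the intensity trend, 1 with the replicate block and 0 with the F-test on each gene alone, where 1649 of 19130 genes had an unadjusted p-value under 0.05. With the crossed replicate block it was 3, while the number with an unadjusted p-value under 0.05 rose from 1595 to 1932, and from 2483 to 2902 between homozygous and wildtype mice, so a factor shared by mice 39 and 40 and by mice 41 and 37 is not excluded. With the F-test on each gene alone at a mean FPKM of at least 1 it was 0, beside 1303 unadjusted. The other alternatives gave between 11 and 17.

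The number of genes between homozygous and wildtype mice at an adjusted p-value under 0.05 was 53. It was 4 with no filter on low values, 23 without the intensity trend, 4 with the replicate block, 17 with the crossed replicate block, and 0 and 0 in the fits with each gene alone, where 2375 and 1940 had an unadjusted p-value under 0.05. It rose to 60 with a pseudocount of 0.01, to 60 with a mean FPKM of at least 5 and to 64 without genes listed at 0, and lay between 42 and 48 in the others. Between heterozygous and wildtype mice the number was 0 in the limma fit and in every alternative, with 630 to 1598 genes at an unadjusted p-value under 0.05. Between homozygous and heterozygous mice it was 2, and 1 with a pseudocount of 0.01, 1 with a mean FPKM of at least 5, 1 without genes listed at 0, and 0 with the replicate block, 0 with each gene alone and 0 with each gene alone at a mean FPKM of at least 1 (649, 1025 and 785 unadjusted).

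The criterion of the paper was met by 1148 genes, by 697 with a mean FPKM of at least 5 and by 598 with each gene alone at a mean FPKM of at least 1. The number with an unadjusted p-value under 0.05, 1595, stayed between 1124 and 2273. Of the genes of Tables 1 and 2, 2 had an adjusted p-value under 0.05, against 1 with no filter on low values, 1 with quantile normalization, 1 without the intensity trend, 1 with the replicate block, 1 with the crossed replicate block, and 0 and 0 in the fits with each gene alone, where all 20 passed unadjusted.

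Genes changed at least 1.5-fold numbered 2388 in homozygous and 1278 in heterozygous mice. They numbered 5412 and 3834 with no filter on low values and 1202 and 507 with a mean FPKM of at least 5, and 796 in heterozygous mice with a pseudocount of 1. Across the fits that each left out one mouse, they ran from 2238 to 3195 in homozygous and from 1440 to 1937 in heterozygous mice.

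Genes ordered by allele dosage lay between 869 and 1510. The excess of within-genotype over between-genotype correlation stayed above 0, from 0.00253 with no filter on low values to 0.0148 with a mean FPKM of at least 5. For the 64 fold changes of the 32 named genes, the alternatives other than leaving out a mouse gave 728 values. Of these, none changed direction, 640 kept their side of the threshold and 88 were weaker. The filters, the intensity trend and the blocks leave a fold change as it is. Only another or no pseudocount, quantile normalization and median scaling could have changed a direction. With the replicate block, only Cdkn1a among the named genes kept an adjusted p-value under 0.05. Of 256 values with a mouse left out, 58 moved by more than the spread between mice. Some small fold changes also changed direction there. Trp53 in homozygous mice went from 0.02 to -0.13 without mouse 39, and Id4 in heterozygous mice from 0.08 to -0.04 without mouse 41. Since FPKM hold no counts, how far depth limits a single gene was not estimated.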

Differences from the paper's values

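The F-test on each gene alone at a mean FPKM of at least 1 was chosen only after the results were seen.

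The paper's Results give 664 genes for the p-value and fold criteria, where the limma fit gave 1148. Among the alternatives set before the data were examined, a mean FPKM of at least 5 (697 genes) and the F-test on each gene alone (923 genes) came within 1.5 times the paper's number, and a pseudocount of 1 or 0.01, no filter, quantile normalization, median scaling, no intensity trend and the replicate block did not. The F-test on each gene alone at a mean FPKM of at least 1, chosen after seeing the values, gave 598. The paper's Discussion gives 1378 differentially expressed genes, and the number for the same criterion was within 1.5 times of it.

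If the paper's 664 is instead read as the number of genes with an unadjusted p-value under 0.05, the limma fit gave 1595, and none of the alternatives set before the data were examined closed the gap. The paper's 1378 lay within 1.5 times of 1595. The F-test on each gene alone at a mean FPKM of at least 1, chosen after seeing the values, gave 1303.

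The paper counts gene dosage effects in 7 of the 16 genes of Table 1 in its Results and in 5 in the legend of Table 1. Counted as values that follow the number of mutant alleles without overlap, there were 11. With quantile normalization there were 10, within 1.5 times of the paper's 7. A mean FPKM of at least 5 also gave 10, but only because Tnfrsf10b (mean FPKM 2.96) was left out of the tests, with no gene changing its order, and the other alternatives set before the data were examined left 11. None closed the gap to the paper's 5.

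The paper lists 2 gain-of-function genes as differentially expressed, where 1, Mgmt, met the p-value and fold criteria. Quantile normalization gave 2, and the other alternatives set before the data were examined gave 1. The paper lists 4 prostate cancer genes, where 1, Cdkn1a, met the criteria. Quantile normalization gave 2, and none of the alternatives set before the data were examined closed the gap.

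The paper applies a 1.5-fold criterion to its differentially expressed genes, while 8 of the 20 genes of Tables 1 and 2 had no pair of group means 1.5-fold apart. The paper describes Id4 as elevated in mice with the mutation, and its log2 fold change was 0.52 in homozygous but 0.08 in heterozygous mice, whose values lay between those of the wildtype mice. The paper names the genes of Table 1 that were lower in heterozygous mice, and Ptk2b, which is not among them, was also lower in both heterozygous mice, by a log2 fold change of -0.14. The paper describes mice of a group as very similar, and wildtype mouse 41 correlated more with heterozygous mouse 37 (0.957) than with wildtype mouse 39 (0.937).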

Other observations

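The comparison of the real pairing of mice with other pairings, and the tests of marker lists and of the region around Trp53, were set before the data were examined. The unadjusted count near Trp53 and the values of marker lists in heterozygous mice were chosen only after the results were seen.

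Each split of the 6 mice into 3 pairs was fitted in the same way. At an unadjusted p-value under 0.05, 2 of the 15 splits, the one by genotype included, gave as many genes as the 1595 by genotype, and with 15 splits the share cannot go below 0.0667. At an adjusted p-value under 0.05, and for the criterion of the paper, the split by genotype gave the most (14 and 1148 genes, against at most 5 and 932). For genes ordered by allele dosage, 2 of the 45 splits into ordered pairs, the one by genotype included, gave as many as the order by genotype. Most of these splits break up the genotypes, so this does not test allele order apart from grouping by genotype. With the genotypes kept together, the order by allele number gave 1220 genes and the other orders 259 and 196. These orders are too few for a test.

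Fat in the dissected tissue was tested with 10 adipocyte genes, whose median log2 fold change in homozygous mice, 0.65, lay at percentile 100.0 of matched random lists. Its mean by mouse was 0.06 and -0.52 in wildtype, -0.08 and 0.12 in heterozygous and 0.19 and 0.25 in homozygous mice. Different shares of fat may therefore add to the differences between genotypes. A list of 10 smooth muscle genes had a median of 0.43, at percentile 99.97. Its mean by mouse was -0.37 and -0.09 in wildtype, 0.11 and -0.08 in heterozygous and 0.47 and -0.04 in homozygous mice. Only homozygous mouse 47 thus lay above all mice of the other genotypes.

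Lymphocytes spared by mutant p53 after irradiation would raise lymphocyte genes in homozygous mice. The median of 12 B-cell genes lay at percentile 40.1 and that of 11 T-cell genes at percentile 57.6, both within random lists. Only 3 of the B-cell and 1 of the T-cell genes reached a mean FPKM of 1, and the mean of the B-cell list was -0.77 in homozygous mouse 47 and 0.41 in homozygous mouse 49, so these lists could hardly show a change in lymphocytes and do not exclude one. In heterozygous mice the B-cell median was 0.50, at percentile 99.3, which was not among the tests set beforehand. Time of day of harvest was tested with clock genes that peak by day (percentile 90.5) and by night (percentile 55.6), and neither list left the central 95%.

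DNA of the donor strain (B6.129S4 background) linked to the Trp53 allele would put changed genes near Trp53. Of the 298 tested genes within 10 Mb of Trp53 on chromosome 11, 0 had an adjusted p-value under 0.05 in homozygous mice, against 53 of 13486 elsewhere (Fisher's exact test, one-sided, p = 1.00). The share elsewhere would put about 1 gene near Trp53, so a count of 0 says little about linked DNA. A second count was made afterwards. At an unadjusted p-value under 0.05 there were 74 genes (24.8%) near Trp53 against 2402 (17.8%) elsewhere (Fisher's exact test, one-sided, p = 0.00166), and neighbouring genes are not independent. An effect of linked donor-strain DNA is therefore not excluded.

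A list of 16 cell-cycle genes was tested for the hypothesis that mutant p53 relieves repression of cell-cycle genes after irradiation. Its median log2 fold change was -0.03 in homozygous mice, at percentile 13.7, so no rise was seen, though only 8 of its genes reached a mean FPKM of 1. In heterozygous mice the median was -0.39, at percentile 0, with 14 of 16 genes lower, which was not among the tests set beforehand.

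Mki67 encodes Ki67, which the paper stained. It had an FPKM of 0.713 and 0.633 in wildtype, 0.462 and 0.571 in heterozygous and 0.811 and 1.09 in homozygous mice. Its mean under 1 kept it out of the tests. Bcl2, which the paper names as a p53 target gene, was not among the stained proteins. Its FPKM was 3.49 and 2.87 in wildtype, 4.32 and 4.51 in heterozygous and 4.99 and 5.12 in homozygous mice. The log2 fold changes were 0.47 and 0.66 (adjusted p = 0.642 and 0.164 from limma). Its values followed the number of mutant alleles without overlap.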
